# miR-302 regulates pancreatic progenitor pool and pancreatic size

**DOI:** 10.1242/bio.062353

**Published:** 2026-01-02

**Authors:** Ziyue Z. Yang, Caroline G. Snider, Ronald J. Parchem

**Keywords:** miRNA, Pancreatic development, Progenitor cells, miR-302

## Abstract

Disruptions in pancreatic development can lead to health issues such as pancreatic agenesis and congenital diabetes mellitus. Understanding pancreatic organogenesis is critical for elucidating disease mechanisms and developing regenerative therapies. The pancreas consists of endocrine and exocrine cells, both of which are derived from multipotent progenitor cells (MPCs). MPC proliferation and differentiation are tightly controlled by multiple mechanisms, including post-transcriptional regulation by miRNAs. However, these regulatory factors are not fully understood. Here, we profiled miRNA expression in MPCs and identified that *mir-302* was highly enriched during the earliest stages of pancreatic development. Loss of *mir-302* resulted in reduced pancreatic size without altering the proportions of endocrine and exocrine cells at E17.5, suggesting that *mir-302* regulates the number of MPCs rather than their differentiation. Transcriptomic analysis at E10.5 revealed that *mir-302* modulates genes associated with the Wnt signaling pathway and cell cycle progression. Notably, loss of *mir-302* prolonged the S phase in MPCs, resulting in slower cell proliferation and a smaller MPC pool at E10.5. These findings provide the first comprehensive miRNA profile during early pancreatic development and establish *mir-302* as a critical regulator of MPC number and pancreas size.

## INTRODUCTION

The pancreas is composed of endocrine and exocrine cells and has diverse and vital roles in nutrition and metabolism. Endocrine cells secrete hormones essential for regulating blood glucose and maintaining energy homeostasis, whereas exocrine cells synthesize and secrete digestive enzymes into the duodenum to facilitate digestion. Abnormalities during pancreatic development can result in pancreatic diseases, such as diabetes mellitus, pancreatitis, and pancreatic agenesis (Holemans et al., 2003; Lorberbaum et al., 2020; Yang and Parchem, 2023). Understanding pancreatic development is indispensable for developing novel therapeutic approaches for pancreatic diseases, as mechanisms underlying pancreatic regeneration often overlap with those controlling pancreatic development. Regeneration of acinar cells is necessary for resolving inflammation associated with pancreatitis, and impaired exocrine regeneration can contribute to the development of lethal pancreatic cancer (Stanger and Hebrok, 2013; Zhou and Melton, 2018). Increasing functional β-cell mass presents as the optimal therapeutic strategy for diabetes (Benthuysen et al., 2016), either by promoting endogenous β-cell regeneration and proliferation or by transplanting exogenous β-cells (Ramzy et al., 2021; Shapiro et al., 2021).

Pancreatic agenesis is a rare congenital defect caused by genetic mutations (Agenesis of the dorsal pancreas - About the Disease - Genetic and Rare Diseases Information Center; Allen et al., 2011; Xuan et al., 2012). The size of the mature pancreas is largely determined by the number of progenitor cells early in the development (Stanger et al., 2007). Multipotent progenitor cells (MPCs) give rise to both endocrine and exocrine pancreatic cell lineages (Jørgensen et al., 2007; Shih et al., 2013). Unlike the liver, which can compensate for progenitor cell loss and achieve normal size, the pancreas size remains smaller if progenitor cell number is compromised early during development (Stanger et al., 2007). MPC proliferation and differentiation are tightly controlled processes. During the primary transition (E8.5 to E10.5 in mice), MPCs are initially induced and specified in the posterior foregut endoderm and then proliferate to populate the pancreatic progenitor pool while remaining undifferentiated. MPCs are tightly packed within the pancreatic bud and begin branching into the tip and trunk domains around E10.5. Subsequently, MPCs adopt either tip or trunk fate cell fates, which are programmed for different pancreatic cell identities. This process is referred to as the secondary transition (Jørgensen et al., 2007; Shih et al., 2013). Several transcription factors have been shown to control MPC number and pancreatic size, including Gata4, Gata6 (Carrasco et al., 2012; Shi et al., 2017; Xuan et al., 2012), Ptf1a (Krapp et al., 1998), Pdx1 (Offield et al., 1996), Brg1 (Spaeth et al., 2019) and Sox9 (Seymour et al., 2007). Understanding the mechanisms regulating MPC proliferation and differentiation will offer valuable insights into developing therapeutic approaches for diverse pancreatic disorders.

Post-transcriptional regulation by microRNAs (miRNAs) is also critical for proper pancreatic development and function (Dumortier and Van Obberghen, 2012; Fukasawa et al., 2006; Lynn et al., 2007; Prévot et al., 2013). miRNAs are small non-coding RNAs that mediate post-transcriptional regulation by binding to the 3′ untranslated regions (3′UTRs) of target mRNAs, thereby silencing gene expression. The miRNA regulatory pathway plays an important role in pancreatic development. Inactivation of Dicer1, a key enzyme in miRNA biogenesis, in MPCs leads to pancreatic agenesis and differentiation defects across all pancreatic lineages (Lynn et al., 2007; Prévot et al., 2013). In addition, Dicer1 deletion in endocrine lineages using Ngn3-Cre results in the upregulation of neuronal genes, suggesting that miRNAs are essential for repressing neuronal gene expression in the pancreas (Kanji et al., 2013). Ago2, another key enzyme in miRNA biogenesis and function, mediates compensatory β-cell expansion during insulin resistance (Tattikota et al., 2014). Individual miRNAs have also been studied in the context of pancreatic development (Domínguez-Bendala et al., 2023; Dumortier and Van Obberghen, 2012; Yang and Parchem, 2023). For example, *mir-375* deficiency during pancreatic development leads to decreased β-cell mass and hyperglycemia (Poy et al., 2009).

To elucidate the role of miRNAs in MPC proliferation and differentiation, we profiled miRNA expression during the primary transition of pancreatic development. Our analysis revealed that *mir-302* was enriched at this stage. The miR-302 family is highly conserved across vertebrates (Chen et al., 2015). It is highly expressed in pluripotent stem cells and promotes stemness while inhibiting differentiation (Chen et al., 2015; Gao et al., 2015; Lin et al., 2011; Parchem et al., 2014). Previously, *mir-302* has been shown to regulate proliferation and differentiation of neural crest cells (Keuls et al., 2020, 2023; Parchem et al., 2015), which are multipotent stem cells located at the neural plate border that migrate throughout the embryo and differentiate into multiple cell types (Mayor and Theveneau, 2013). However, the role of *mir-302* in pancreatic progenitors remains unexplored. Using genetic *mir-302* reporter and knockout mouse models, we discovered that *mir-302* regulates MPC number, thereby influencing pancreatic size later in development. These findings establish *mir-302* as a regulator of the MPC pool number and the ultimate size of the pancreas.

## RESULTS

### miRNA expression profile during the primary transition

Previous studies have characterized miRNA expression profile in the pancreas during the secondary transition, when progenitor cells differentiate into specific pancreatic cell lineages (Baroukh et al., 2007; Joglekar et al., 2007; Lynn et al., 2007). To obtain a comprehensive understanding of miRNAs involved in primary transition, we employed lineage tracing and isolated pancreatic progenitors at multiple time points. We used *Pdx1-Cre* (Gu et al., 2002) to label MPCs from embryonic day (E) 9.5 to E11.5, and *Foxa2^mcm^ (Foxa2^CreER^*) (Park et al., 2008) to label the endoderm at E8.5 (Fig. 1A,B). We used fluorescence-activated cell sorting (FACS) to isolate *Foxa2^mcm^*-labeled cells from the whole embryos, and *Pdx1-Cre*-labelled cells from the trunk region (Fig. 1B). Cells were sorted into Trizol LS for small RNA sequencing (Keuls and Parchem, 2020) (Tables S1-S2). Principal component analysis (PCA) revealed distinct clustering between *Foxa2* and *Pdx1* lineages along principal component 1 (PC1). Among the *Pdx1-Cre*-labeled samples, E10.5 and E11.5 clustered closely together, separating from E9.5 along PC2 (Fig. 1C).

**Fig. 1.**
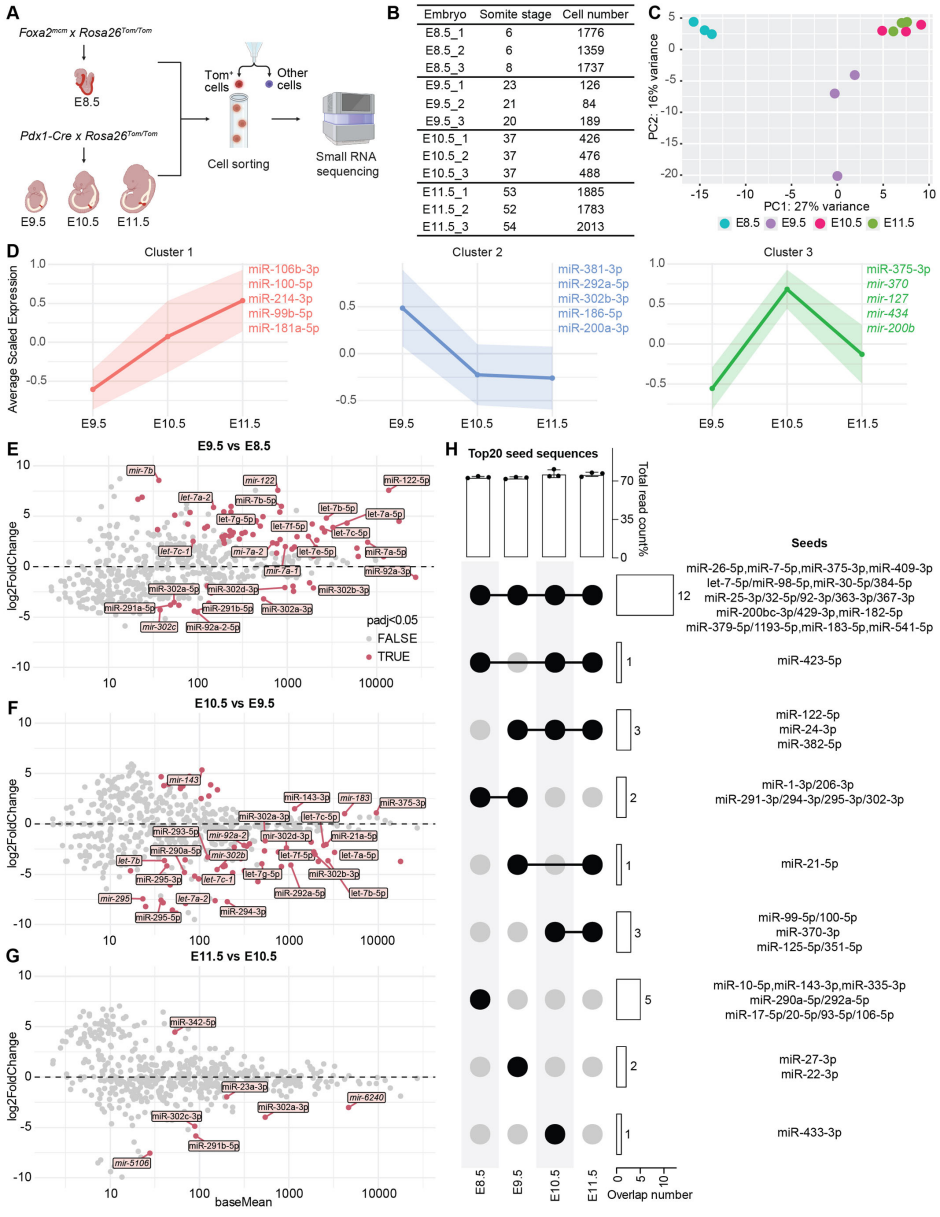
**miRNA expression profile during early pancreatic development.** (A) Schematic of lineage tracing and cell sorting strategy to isolate endoderm (*Foxa2^mcm^*, E8.5) and pancreatic progenitors (*Pdx1-Cre*, E9.5 to E11.5) from E8.5 to E11.5. Tom, tdTomato. Created in BioRender by Yang, Z. (2025). https://BioRender.com/tc5eybj. This figure was sublicensed under CC-BY 4.0 terms. (B) Summary of embryos used in A. (C) PCA plot showing sample clustering based on miRNA expression profile from E8.5 to E11.5. (D) K-means clustering of miRNAs based on expression pattern from E9.5 to E11.5. Normalized read counts were obtained using DESeq2 and scaled with Z-score normalization. Solid lines represent average scaled expression (mean) of all miRNAs in each cluster at each time point and the shaded area indicates the standard deviation. Only miRNAs with normalized counts >100 in at least three samples were included in the clustering. The most representative miRNAs of each cluster were labeled in corresponding colors. (E-G) MA plot of differentially expressed miRNAs between time points. Colored dots are significantly changed miRNAs with a *P*adj<0.05, while grey dots are not significantly changed. Log2Foldchange and baseMean were obtained using DESeq2. (H) UpSet plot showing the overlap of the top 20 enriched miRNA seed sequences across developmental stages. The top bar graph represents the proportion of total reads accounted for by the top 20 seeds at each stage. The right bar chart indicates the number of seeds shared among different stages.

We employed K-means clustering to categorize miRNAs based on their expression patterns in pancreatic progenitors (*Pdx1-Cre*-labeled) (Table S3). This analysis identified three major clusters of miRNAs during early pancreatic development from E9.5 to E11.5, representing the dominant patters of: (1) upregulated, (2) downregulated, and (3) dynamically expressed (Fig. 1D, Table S4). To identify the miRNAs that best represented each cluster, we ranked miRNAs by their Euclidean distance to the cluster centroid in the scaled expression space (see the Materials and Methods). The top-ranked miRNAs (nearest to the centroid) exhibited the most prototypical expression patterns of their respective clusters and were selected as representative miRNAs for each cluster. Cluster 1 was enriched with miRNAs associated with differentiation and developmental processes. For example, *mir-106b* has been implicated in spermatogonial differentiation (Tong et al., 2012), and *mir-100* and *mir-99b* have been shown to regulate hematopoietic stem and progenitor cell proliferation (Emmrich et al., 2014; Gerrits et al., 2012). In contrast, cluster 2 included pluripotency-associated miRNAs that were downregulated during this window, such as *mir-290*, *mir-302* (Gu et al., 2016), and *mir-200* (Balzano et al., 2018; Wang et al., 2013a). *mir-375* is known to regulate β-cell proliferation and function (Eliasson, 2017; El Ouaamari et al., 2008; Poy et al., 2009) and its expression has been detected in the pancreas at E14.5 (Lynn et al., 2007). Interestingly, we found that it was a representative member in cluster 3, with expression peaking at E10.5 during the primary transition. Cluster 3 also included many novel miRNAs, such as *mir-370*, *mir-127*, *mir-434*, and *mir-200b*, that may be key regulators of early pancreatic development and require further characterization.

To examine miRNA expression dynamics in greater detail, we compared the expression levels between adjacent time points. Between E8.5 and E9.5, when the earliest pancreatic progenitors are induced, *let-7* family, which is known to promote differentiation, was upregulated (Büssing et al., 2008; Reinhart et al., 2000; Zhao et al., 2010). In contrast, the stem cell-associated miRNAs, *mir-302* and *mir-290* families (Barroso-DelJesus et al., 2008; Gao et al., 2015; Gu et al., 2016; Parchem et al., 2014), were downregulated (Fig. 1E). Interestingly, *mir-122*, the most abundant miRNA in the liver (Kim et al., 2011; Lagos-Quintana et al., 2002), was also detected in the earliest pancreatic progenitors. This observation aligns with the fact that the ventral pancreas and liver are specified concurrently within the same endodermal domain (Deutsch et al., 2001; Nowotschin et al., 2019; Zaret and Grompe, 2008). *mir-7* family members play essential roles in β-cell differentiation and function (Latreille et al., 2014; Nieto et al., 2012; Wang et al., 2013b), and are expressed during primary transition (Nieto et al., 2012). We found that *mir-7* family members were significantly upregulated between E8.5 and E9.5 as well (Fig. 1E). From E9.5 to E10.5, the expression of *mir-290* and *mir-302* family members decreased as differentiation progresses. Interestingly, *let-7* family members also showed decreased expression, suggesting that they may have stage-specific functions in regulating pancreatic development. *mir-375*, a well-characterized miRNA during pancreatic development (Eliasson, 2017; Joglekar et al., 2009; Poy et al., 2004, 2009), was notably upregulated at E10.5, which was in line with its peak expression at this stage (Fig. 1D,F). Consistent with PCA clustering (Fig. 1C), only a few miRNAs were differentially expressed between E10.5 and E11.5, during which *mir-290* and *mir-302* family members were further downregulated (Fig. 1G).

In addition to miRNAs known to regulate pancreatic development, we identified several differentially expressed miRNAs between developmental stages that have been implicated in pancreatic diseases. For example, *mir-181* and *mir-183* promote KRAS-driven tumorigenesis in pancreas and lung (Miao et al., 2016; Valencia et al., 2020; Yang et al., 2019), whereas *mir-143* targets *Kras* and suppresses pancreatic ductal adenocarcinoma progression (Hu et al., 2012; Xie et al., 2019). Moreover, *mir-24* has also been found to inhibit β-cell proliferation and insulin secretion by targeting maturity-onset diabetes of the young (MODY) genes, *Hnf1α* and *Neurod1* (Zhu et al., 2013). Elucidating the functions of these miRNAs during normal development will enhance our understanding of their roles in pathological conditions.

To better understand the predominant miRNAs at each developmental stage, we analyzed miRNA expression based on their seed sequences. Raw small RNA sequencing read counts from mature miRNAs sharing identical seed sequences (TargetScan Mouse 8.0) (McGeary et al., 2019) were grouped together (Table S5) and normalized using the DEseq2 package (Love et al., 2014) (Table S6). Notably, more than 70% of the total reads were attributed to the top twenty enriched seed sequences at each time point (Fig. 1H). Interestingly, over half of these top 20 seed sequences were shared across all four stages, suggesting that these miRNAs may play important roles during the primary transition. In fact, *mir-7* (Kredo-Russo et al., 2012; Latreille et al., 2014; Nieto et al., 2012; Wang et al., 2013b), *mir-375* (El Ouaamari et al., 2008; Kloosterman et al., 2007; Lahmy et al., 2014; Poy et al., 2004; Poy et al., 2009; Tattikota et al., 2013; Tattikota et al., 2014), and *mir-30* (Joglekar et al., 2009; Kim et al., 2013; Liao et al., 2013; Tang et al., 2009; Zhao et al., 2012) were among the top 20 seeds across all four time points and have been characterized in diabetes (Fig. 1H). *mir-541* was previously reported to be expressed in the developing pancreas at E14.5 (Lynn et al., 2007), and we found it was also enriched during the primary transition (Fig. 1H). These results validated that our profiling approach was able to reveal pancreatic miRNAs. Additionally, we identified many novel miRNA families enriched during the primary transition that could be highly relevant, such as *mir-290*, *mir-302*, and *mir-423*, which have not been implicated in pancreatic function or diseases. Some families exhibited stage-specific enrichment. For example, the *mir-290* and *mir-302* families were enriched at E8.5 and E9.5. In summary, our profiling of miRNA expression during early pancreatic development provides valuable insights into pancreatic development and may inform new strategies for regeneration medicine.

### *mir-302* is expressed during the primary transition

Among the miRNAs identified during the primary transition, we asked which miRNA could regulate MPC specification and proliferation. Previous studies have demonstrated that *mir-302* regulates proliferation and differentiation of neural crest cells (Keuls et al., 2020, 2023; Parchem et al., 2015), a population of multipotent stem cells capable of giving rise to multiple cell types, similar to MPCs in the pancreas. During the differentiation of human embryonic stem cells into pancreatic lineages, miR-302 is highly expressed during the formation of primitive gut tube and posterior foregut (Fogel et al., 2015). Additionally, miR-302 is upregulated in de-differentiated human pancreatic islet cells (Sebastiani et al., 2018). Given that *mir-302* is highly enriched at E8.5 and E9.5, when the earliest pancreatic progenitors are specified and start to populate the progenitor pool, we hypothesized that *mir-302* regulates MPC proliferation and differentiation. Small RNA sequencing data showed that *mir-302* read counts were decreased from E8.5 to E11.5 (Fig. 2A,B). To visualize *mir-302* expression within pancreatic lineages, we employed a knock-in *mir-302-eGFP* reporter (Parchem et al., 2015) and simultaneously used *Pdx1-Cre* driving *Rosa26^LSL-tdTomato^* (Madisen et al., 2010) to label pancreatic progenitors (Fig. 2C). Consistent with the sequencing data, *mir-302* was highly abundant at E9.5, decreased at E10.5 and E11.5, and was minimally detected at E13.5 (Fig. 2D,E).

**Fig. 2.**
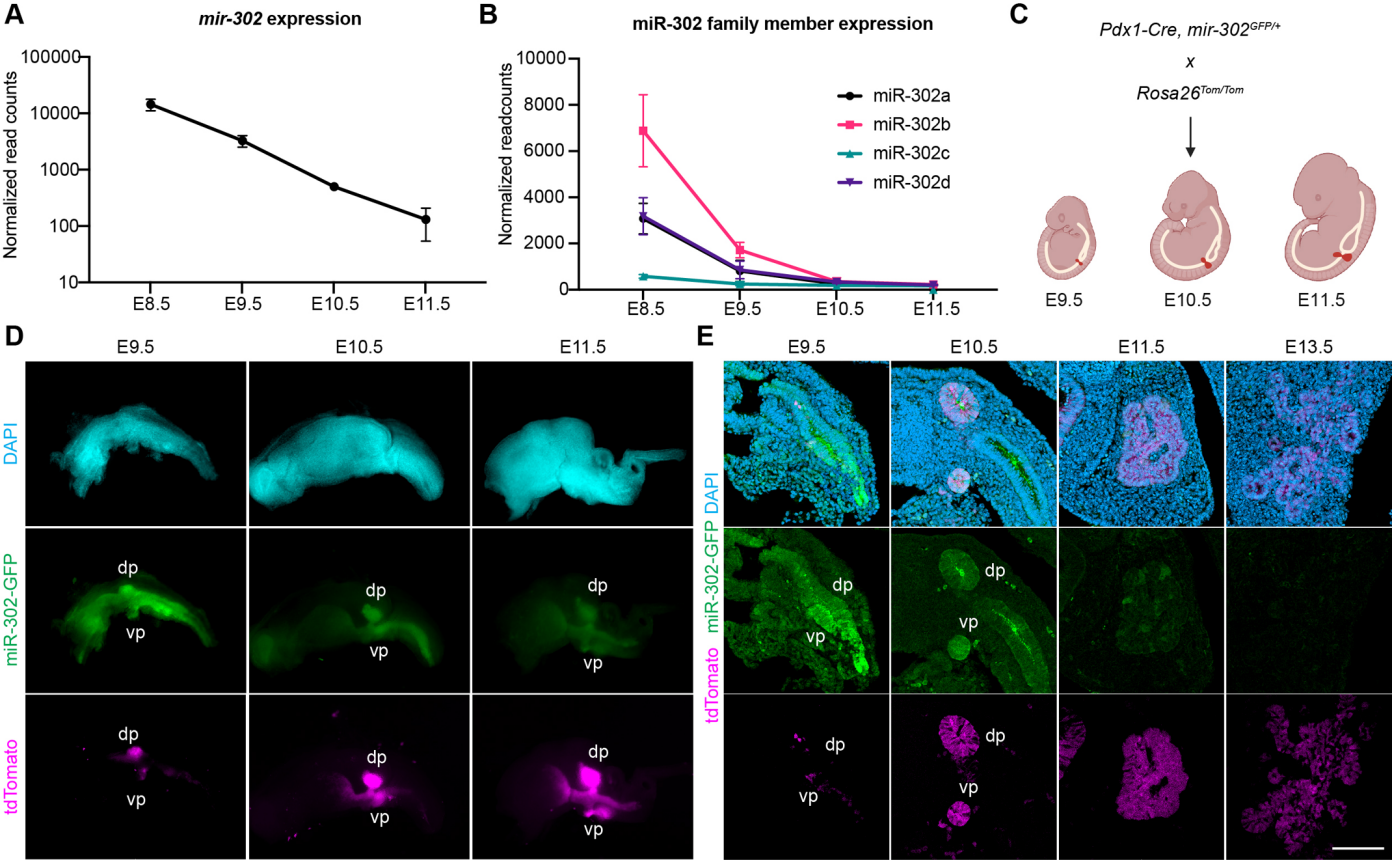
***mir-302* is downregulated during primary transition.** (A,B) Normalized read count of (A) total *mir-302* and (B) individual *mir-302* members across E8.5 to E11.5 in small RNA sequencing. (C) Schematic of lineage tracing strategy to label pancreatic cells in *mir-302* reporter mice. Tom, tdTomato. Created in BioRender by Yang, Z., 2025. https://BioRender.com/ouqmtr8. This figure was sublicensed under CC-BY 4.0 terms. (D) Whole-mount immunofluorescent images of dissected gut tube in C. Gut tubes from E9.5 to E11.5 were dissected and stained for DAPI (cyan), PDX1 (magenta), GFP (green). dp, dorsal pancreas; vp, ventral pancreas. (E) Sagittal sections showing the expression levels of *mir-302* in developing pancreas. Scale bar: 100 μm.

### Loss of *mir-302* reduces pancreatic size without altering cellular composition at E17.5

To investigate the role of *mir-302* during pancreatic development, we utilized a *mir-302* genetic knockout (KO) mouse model. Heterozygous *mir-302*^+/−^ females and males were crossed to generate wild-type (WT) and KO embryos. Since *mir-302* KO embryos are not viable beyond E18.5 (Parchem et al., 2015), we dissected embryos at E17.5, the latest time point at which mature and differentiated pancreatic tissue can be analyzed. Compared with WT pancreas, the size of *mir-302* KO pancreas exhibited a 34.5% reduction at E17.5 (Fig. 3A-C). To assess cell proliferation, we used bromodeoxyuridine (BrdU)-labeling for 30 min prior to dissection (Spaeth et al., 2019) and compared the percentage of BrdU-positive cells in the pancreas. There was no significant difference in the proportion of cells in the S phase between KO and WT in the pancreas at E17.5 (Fig. 3D,E). Suggesting that any proliferation defects likely occurred at earlier developmental stages.

**Fig. 3.**
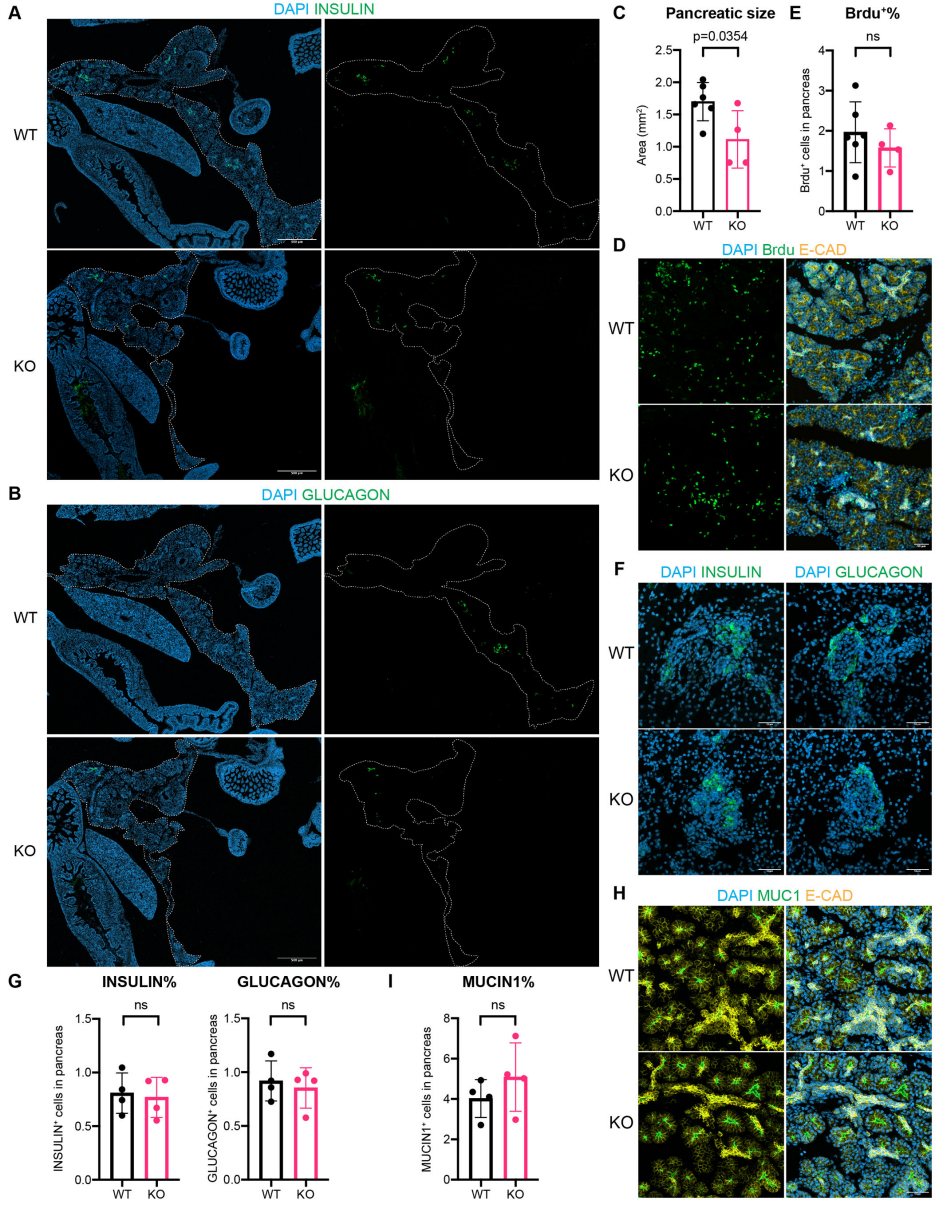
***mir-302* regulates pancreatic size rather than cellular composition.** (A,B) Immunofluorescence (IF) staining of (A) INSULIN and (B) GLUCAGON in WT and KO pancreas at E17.5. The liver, pancreas, spleen, and intestine were dissected together from the embryos, and embedded and sectioned together coronally. The pancreas was outlined in white dashed line. Scale bars: 500 μm. (C) Quantification of pancreatic size outlined in dashed line in A and B. (D) IF staining of BrdU (green) and ECAD (yellow) after 30-min pulse before dissection at E17.5. Scale bar: 50 μm. (E) Quantification of BrdU+ cells in the pancreas in D. (F) Zoomed in images of INSULIN and GLUCAGON staining showing their localization in islets. Scale bars: 50 μm. (G) Quantification of INSULIN+ and GLUCAGON+ cells in the pancreas in A and B. (H) IF staining of MUCIN1 (green) and E-CADHERIN (yellow) showing their localization in the acini at E17.5. Scale bar: 50 μm. (I) Quantification of MUCIN1+ in the pancreas in H. *P*-value in (C,E,G,I) by Student’s *t*-test. Each data point represented an embryo quantified with at least 12 coronal sections spaced equally across the pancreas.

Since *mir-302* was highly expressed in MPCs (Fig. 2), which give rise to all pancreatic lineages, we next investigated whether *mir-302* deficiency altered the proportions of differentiated pancreatic cell types. When comparing the percentage of INSULIN, GLUCAGON, and MUCIN1-positive cells in the pancreas, loss of *mir-302* did not affect their abundance in the pancreas (Fig. 3F-I). The spatial localization of these cells remained unchanged as well: INSULIN^+^ β-cells were still centrally located within the islets, surrounded by GLUCAGON^+^ α-cells (Fig. 3F). Similarly, MUCIN1^+^ lumens were maintained at the apical center of the acini and surrounded by E-CAD^+^ epithelium cells (Fig. 3H). Altogether, these data indicate that miR-302 regulates pancreatic size without altering cellular composition.

### *mir-302* controls pancreatic size by controlling progenitor cell number

A previous study established that pancreatic size is determined by the number of progenitor cells (Stanger et al., 2007). Given that *mir-302* was enriched in early progenitors and has been shown to regulate cell cycle and proliferation (Gao et al., 2015; Keuls et al., 2020; Parchem et al., 2015; Tian et al., 2015), we hypothesized that *mir-302* regulates pancreatic size by modulating progenitor cell number. To test this, we analyzed the number of pancreatic progenitor cells at E10.5 by quantifying the PDX1 positive pancreatic area. We found that loss of *mir-302* led to a significant decrease in pancreatic size by 31.2% at E10.5 (Fig. 4A,B), comparable to the size reduction observed at E17.5 (Fig. 3C). These data are in line with the fact that pancreatic size is established early in development and is not compensated at later stages.

**Fig. 4.**
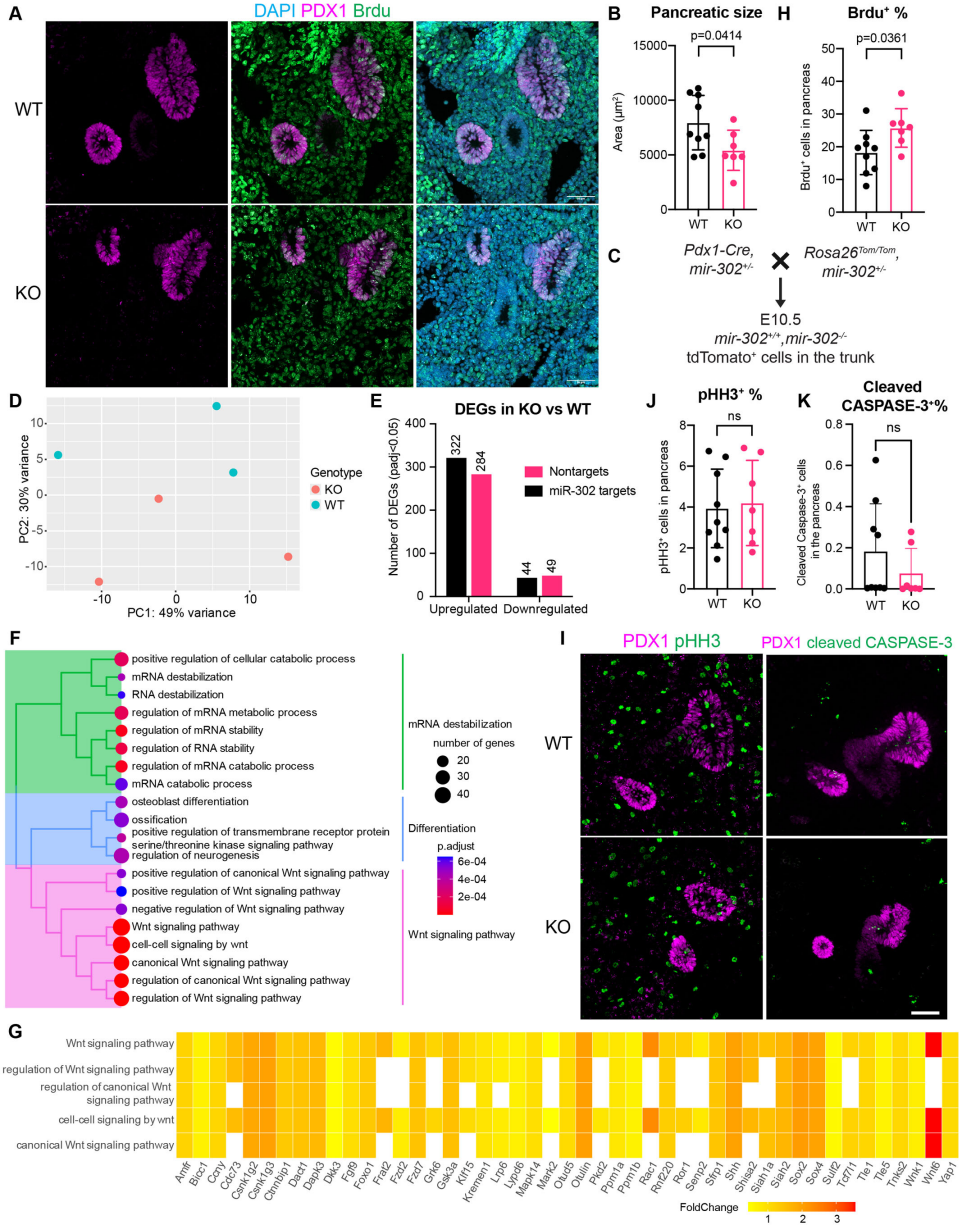
***mir-302* controls pancreatic progenitor pool and size.** (A) IF of PDX1 (magenta) and BrdU (green) after a 30-min pulse at E10.5. Scale bars: 50 μm. (B) Quantification of PDX1+ area in A. (C) Schematic of lineage tracing strategy to isolate *mir-302* WT and KO MPCs at E10.5 to compare transcriptome. (D) PCA plot of WT and KO samples based on transcriptomic data. (E) Number of DEGs in KO versus WT. DEGs were obtained using DESeq2 with an adjusted *P*-value <0.05. (F) GO enrichment of upregulated DEGs. (G) Heatmap showing the expression fold change (KO versus WT) of genes related with Wnt signaling pathway. (H) Quantification of BrdU+ pancreatic cells in A. (I) IF of phospho-histone H3 (green) and PDX1 (magenta) (left), and cleaved CASPASE-3 (green) and PDX1 (magenta) (right) in KO and WT pancreas at E10.5. Scale bar: 50 μm. (J) Quantification of pHH3+ cells in pancreatic cells in I. (K) Quantification of cleaved CASPASE-3+ cells in pancreatic cells in I. *P*-value in B,H,J,K by Student’s *t*-test. Each data point represents an embryo quantified with at least two sagittal sections containing pancreatic cells.

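The principal components were recomputed from the deposited counts with DESeq2's variance-stabilizing transformation over the 500 most variable genes. Principal component 1 held 48.1% of their variance and principal component 2 held 29.4%. On component 2, the WT libraries scored 14.6, 4.44 and 5.01 and the KO libraries -14.7, -8.75 and -0.588, so that the genotypes did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). On component 1, the scores of WT replicates 1, 2 and 3 were -4.30, -8.49 and 17.99 and those of KO replicates 1, 2 and 3 were 10.6, -19.2 and 3.40, and the genotypes overlapped (two-sided exact permutation test, p = 0.9). Computed from log2 CPM, the components held 53.3% and 19.8% of the variance. The exact p for genotype on component 2 was then 0.3.

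The genes with the largest weights on component 1, chosen after their values were seen, encode hemoglobins. *Hbb-y* had a weight of 0.3 and *Hba-a1* of 0.283. *Hba-a1* was at 3549 CPM in WT replicate 3 and 1580 CPM in KO replicate 1, at 73.5 CPM in KO replicate 3, and under 1 CPM in each of the other libraries.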

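Messenger RNA was sequenced from cells labelled by *Pdx1-Cre* and tdTomato at E10.5, in 3 WT libraries and 3 libraries from embryos without *mir-302* (KO). The cDNA was made with the SMART-seq v4 kit, which copies polyadenylated transcripts from very small amounts of RNA, and the Nextera XT libraries were read as pairs of 150 bp. The authors removed low-quality sequences, aligned the reads to GRCm39 with STAR and counted them on genes with GenomicAlignments. They deposited these counts without normalization, one column per library. The counts summed to 21347945, 17859163 and 20733713 in WT replicates 1, 2 and 3, and to 26634523, 17352498 and 18694823 in KO replicates 1, 2 and 3. The medians were 20733713 in WT and 18694823 in KO. Of the 55414 genes listed by their Ensembl identifiers, 30187 had at least 1 count.

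From these counts, 16353 genes passed edgeR's filter on low counts and were compared between KO and WT with TMM normalization and edgeR's quasi-likelihood test. DESeq2, the tool the paper used, was run on the same counts as an alternative and gave an adjusted p-value to 14353 genes. Expression levels are given as counts scaled to library size (CPM) after TMM normalization, as mean ± SD over the 3 libraries of a genotype. Libraries of one genotype differed by more than counting noise, with a chi-square per degree of freedom of 25.3 to 41.0 between WT libraries and 28.7 to 36.9 between KO libraries. The exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1.

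The genes of the deleted cluster had too few counts to check the genotype labels. *Mir302a*, *Mir302b*, *Mir302c* and *Mir367* had 0 counts in all 6 libraries, and *Mir302d* had 2 counts in KO replicate 3 and 0 in the others, all under the floor of 3 counts. Their host gene *Larp7* (ENSMUSG00000027968.12) was at 63.2 ± 11.3 CPM in WT and 61.9 ± 3.61 CPM in KO (SD, n = 3 each). Its log2 fold change was -0.03 (standard error 0.14, adjusted p = 0.97 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).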

To understand how loss of *mir-302* reduced progenitor pool, we sorted Pdx1^+^ lineages from the trunk region in WT and KO embryos (Fig. 4C,D) and compared their gene expression profiles (Table S7). Consistent with the canonical role of miRNAs in downregulating mRNA expression (Bartel, 2004), we observed that the majority of the differentially expressed genes (DEGs) were upregulated upon *mir-302* deficiency (606 upregulated versus 93 downregulated) (Fig. 4E). 

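By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 16353 genes had an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 1700 genes, 1050 of them higher in KO and 650 lower. The choice of test moved the counts most. DESeq2's Wald test gave 699 genes with an adjusted p under 0.05, of which 606 were higher in KO and 93 lower. The part of the paper's Table S7 read here had 1999 of its rows, with 28188 rows beyond it. In those rows, 99 genes carried an adjusted p under 0.05 in the paper, and DESeq2 called each of the 99. With edgeR, 264 genes (241 higher in KO) passed when genes with low counts were not filtered out, and 217 (213 higher) when WT replicate 2 was left out.

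The 3 KO libraries were all above the 3 WT libraries for 1367 genes and all below for 1307. Together these are 16.4% of the genes tested, where chance gives 10%. The smallest p-values among rising genes belonged to *Lrig3*, *Mal2* and *Ihh*. *Lrig3* (ENSMUSG00000020105.10) rose from 8.43 ± 0.981 to 28.6 ± 2.33 CPM (SD, n = 3 each), a log2 fold change of 1.76 (standard error 0.15, adjusted p = 0.0846 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mal2* (ENSMUSG00000024479.4) rose from 4.89 ± 0.447 to 17.4 ± 1.75 CPM and *Ihh* (ENSMUSG00000006538.13) from 36.2 ± 6.37 to 96.8 ± 5.08 CPM. Among falling genes, *mt-Rnr2*, *mt-Nd4* and *Prrc2c* had the smallest p-values. *Prrc2c* (ENSMUSG00000040225.16) fell from 109.2 ± 5.44 to 71.7 ± 4.22 CPM, a log2 fold change of -0.61 (standard error 0.08, adjusted p = 0.132 from the same edgeR test). The 3 rising genes each contain a stretch of 200 bases with at least 75% GC. Such a stretch was present in 84.3% of the 591 genes that DESeq2 called higher in KO and that have a transcript sequence, and in 22.1% of the 12808 such genes that DESeq2 tested.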

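Matches to the miR-302 seed (AAGUGCU) were searched in the longest annotated 3′UTR of each gene in GENCODE M21, which is built on GRCm38. Sites pairing with the full seed region were counted as 8mer, 7mer-m8 or 7mer-A1 sites. Of 13760 tested protein-coding genes with a 3′UTR, 2829 had at least 1 site and 10931 had none. Their median log2 fold changes were -0.03 and -0.01, a difference of -0.02 (camera, two-sided, p = 0.76; exact permutation test over libraries, p = 0.6). For the 486 genes with an 8mer site the difference was 0.0044 (camera p = 0.942; exact permutation test, p = 0.5). Among 449 control 7-base sequences, the same difference ranged from -0.0385 to 0.00166, and 273 of them gave a lower value than the miR-302 seed. The setting that moved the difference most was offsets for the GC content and length of transcripts, under which it was 0.0093. In a linear model across genes with 3′UTR length and GC content as terms, it was -0.0235 (standard error 0.0106) with an unadjusted p of 0.0261, although genes are not independent replicates.

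Of the 591 genes with a 3′UTR that DESeq2 called higher in KO, 135 (22.8%) had a site, against 20.9% of the 12742 genes tested (Fisher's exact test, two-sided, p = 0.234). Of the 68 called lower, 18 (26.5%) had a site (Fisher's exact test, p = 0.294).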

Notably, almost half of these DEGs (333 of 699 DEGs) were predicted *mir-302* targets [TargetScan Mouse 8.0 (McGeary et al., 2019), Fig. 4E] (McGeary et al., 2019). Gene Ontology (GO) analysis showed that the upregulated DEGs were enriched in terms related to the Wnt signaling pathway, cell differentiation, and mRNA stability (Fig. 4F). 

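GO terms were not rerun, and a list of 92 Wnt ligands, receptors, transducers and inhibitors was used, written without regard to these libraries. Of its genes, 80 were tested, and 61 of them were higher in KO. The median log2 fold change of the list was 0.41 (camera, two-sided, p = 1.08e-09, or 2.16e-09 adjusted over the 4 lists of Wnt and cell cycle genes; fry p = 0.0376; exact permutation test over libraries, p = 0.1, the smallest possible), and it was also 0.41 with the 1 gene that was at the floor in a whole genotype set at its bound. By edgeR, 0 of these genes passed over all genes tested, 17 passed when adjusted over the list alone, and 25 had an unadjusted p under 0.05. DESeq2 called 15, all of them higher in KO. These 15 are the genes that the list shares with Fig. 4G, and it called no gene of the list outside that figure. With each library left out in turn, the median stayed between 0.28 and 0.51. Each library was scored by the median of the list's genes' log2 CPM less their mean over libraries. The scores were -0.154, -0.0871 and -0.118 in WT replicates 1, 2 and 3 and 0.415, -0.021 and 0.27 in KO replicates 1, 2 and 3. KO replicate 2 thus lay close to the WT libraries.

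The list shares 15 genes with Fig. 4G, which the study drew from these same libraries. Outside these, 46 of 65 genes were higher in KO and the median was 0.22 (camera p = 0.00408, fry p = 0.182; exact permutation test, p = 0.4). For these genes KO replicate 2 had the lowest score of all libraries, at -0.144, while KO replicates 1 and 3 had the highest, at 0.302 and 0.231. A stretch of 200 bases with at least 75% GC was present in 44 of the 80 genes. Among 10000 random lists matched on expression and on the GC share of that stretch, with a median of 0.06, the whole list lay above 100%.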

The Wnt signaling pathway is known to promote cell cycle progression (Habib and Acebrón, 2022; Niehrs and Acebron, 2012; Tetsu and McCormick, 1999), and there were multiple predicted *mir-302* targets within this pathway that were upregulated in the absence of *mir-302* (Napolitano et al., 2023). For example, Lrp6 and Ccny regulate the G2/M transition (Davidson et al., 2009), Amfr and Fzd7 promote the G0/G1 progression (Asad et al., 2014; Liu et al., 2016; Wang et al., 2015), and Grk6, Sox2, Wnk1, Sulf2 and Rac1 facilitate the G1/S transition (Liu et al., 2014; Ren et al., 2016; Xu et al., 2017; Yoshida et al., 2010; Zhang et al., 2018; Zhu et al., 2016) (Fig. 4G). These findings suggest that miR-302 modulates progenitor cell number by regulating cell cycle progression.

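All 47 genes shown in Fig. 4G were found among the deposited genes (*Tle5* under its older symbol *Aes*), and all 47 were higher in KO. Their log2 fold changes ran from 0.41 for *Mark2* to 3.51 for *Wnt6*, with a median of 1.16 (camera, two-sided, p = 9.64e-69, or 3.86e-68 adjusted over the 4 lists; exact permutation test over libraries, p = 0.1). In 45 of the 47, every KO library was above every WT library, where chance separates 10% of genes in either direction. By edgeR, 0 of the 47 had an adjusted p under 0.05 over all genes tested, while all 47 did when adjusted over the list alone and all 47 had an unadjusted p under 0.05. The study chose the list as upregulated in these libraries, so its shared direction, its set tests, the separation of the genotypes and the adjustment over the list alone are not independent evidence. DESeq2 gave an adjusted p under 0.05 to all 47. The median stayed between 1.04 and 1.45 with each library left out in turn.

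*Wnt6*, with the largest change, was at 0.566, 0.223 and 0.534 CPM in the WT libraries and at 6.52, 0.342 and 8.54 CPM in KO replicates 1, 2 and 3, so that KO replicate 2 lay within the WT range. *Mark2* was at 65.4 ± 5.02 CPM in WT and 86.7 ± 2.74 CPM in KO (SD, n = 3 each). A match to the miR-302 seed in the 3′UTR was present in 12 of the 47 genes (25.5%), and these had a median log2 fold change of 0.97 against 1.25 for the others. The Wnt component list went the other way. There, 25 of 80 genes (31.2%) had a match, with a median of 0.458 against 0.404 for the others. Of the 47, 36 contain a stretch of 200 bases with at least 75% GC. With offsets for the GC share of that stretch, chosen after the data were seen, DESeq2 called 33 of the 47.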

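Each of 8 genes named for steps of the cell cycle was higher in all 3 KO libraries than in any WT library, and none passed an adjusted p of 0.05 by edgeR. Adjusted p-values of 0.132 to 0.24 came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and values of 2.06e-06 to 0.0415 from DESeq2's Wald test. *Lrp6* (ENSMUSG00000030201.16) rose from 23.8 ± 4.37 CPM in WT to 39.6 ± 5.64 CPM in KO (SD, n = 3 each), a log2 fold change of 0.73 (standard error 0.18). *Ccny* (ENSMUSG00000024286.9) rose from 12.7 ± 2.47 to 27.2 ± 2.53 CPM, a log2 fold change of 1.10 (standard error 0.18). For *Fzd7* (ENSMUSG00000041075.9) the levels were 26.9 ± 9.56 and 72.3 ± 10.46 CPM, with a log2 fold change of 1.43.

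*Grk6* (ENSMUSG00000074886.12), *Wnk1* (ENSMUSG00000045962.17) and *Sulf2* (ENSMUSG00000006800.15) changed by 1.12, 0.70 and 0.51 on the log2 scale, with standard errors of 0.22, 0.15 and 0.15. *Sulf2* had the smallest change of the 8, from 89.4 ± 13.0 to 126.9 ± 20.4 CPM. *Sox2* (ENSMUSG00000074637.8) was the lowest in expression, at 0.998 ± 0.485 CPM in WT and 4.12 ± 1.14 CPM in KO. *Rac1* (ENSMUSG00000001847.15) had the largest change, from 24.9 ± 13.6 to 122.3 ± 46.4 CPM, a log2 fold change of 2.30 (standard error 0.43), which ranged from 2.03 to 2.87 with each library left out in turn. *Ccny* has 1 match to the miR-302 seed in its annotated 3′UTR and the other genes have 0. Every one of them except *Sox2* and *Sulf2* contains a stretch of 200 bases with at least 75% GC. With the offsets for that stretch, *Lrp6* (adjusted p = 0.135) and *Wnk1* (adjusted p = 0.168) no longer passed in DESeq2's Wald test, while the other 6 did.

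**Figure D1:**
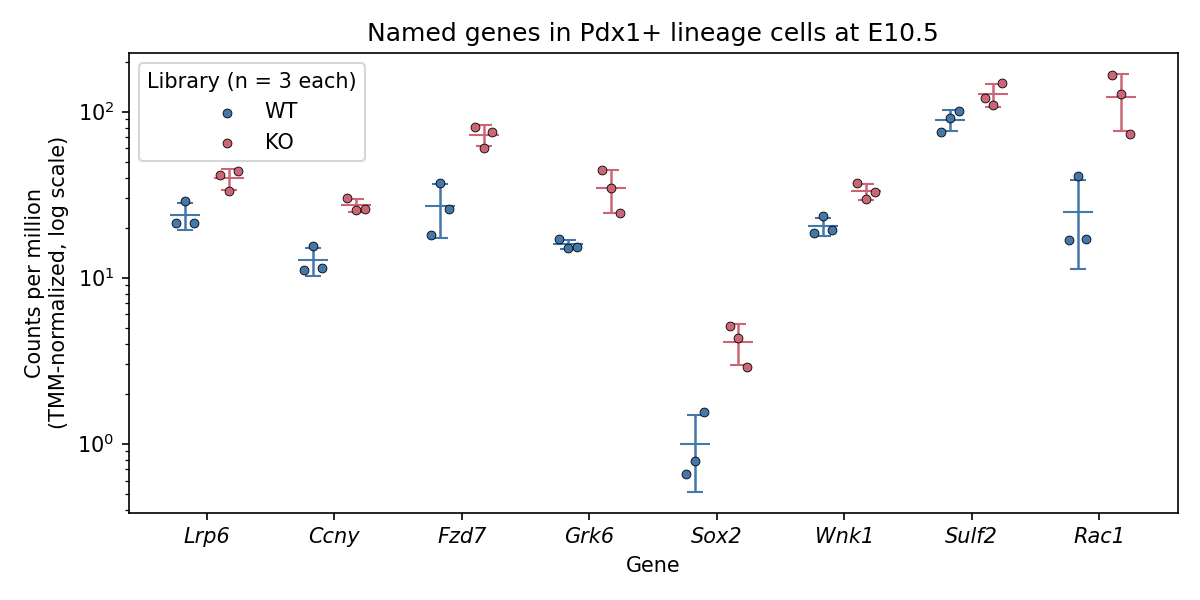
CPM of the 8 genes in WT and KO libraries, on a log scale. Points are single libraries, horizontal bars the means and error bars the SD (n = 3 per genotype). The KO points of each gene lie above its WT points, and *Rac1* in KO ranges from 73.3 to 165.5 CPM.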

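The transcripts that mark cell cycle phases were compared as lists. All 43 genes of an S phase list were tested and 21 were higher in KO, with a median log2 fold change of -0.0022 (camera, two-sided, p = 0.409; exact permutation test over libraries, p = 0.9). By edgeR, 0 of them passed over all genes tested, 2 when adjusted over the list alone, and 3 had an unadjusted p under 0.05. Of 54 genes of a G2/M list, 21 were higher in KO, with a median of -0.03 (camera p = 0.426; exact permutation test, p = 0.8). Both camera p-values were 0.426 when adjusted over the 4 lists. By edgeR, no G2/M gene passed under either adjustment (0 over all genes and 0 when adjusted over the list alone), and 3 had an unadjusted p under 0.05. DESeq2 called 2 S phase genes, 1 of them higher in KO, and 2 G2/M genes, each higher in KO. The direction of both medians changed with single libraries. Leaving out one library at a time gave -0.040 to 0.062 for S phase and -0.072 to 0.052 for G2/M. For G2/M, camera's unadjusted p was 0.0196 without WT replicate 2 (median -0.068) and 0.0203 without KO replicate 1 (median -0.072).

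From the upregulated DEGs of the Wnt pathway, the paper proposes that miR-302 acts on progenitor number through the cell cycle. It names some of these DEGs for known roles at the G0/G1, G1/S and G2/M steps. The stated aim of its BrdU labelling is to compare S phase cell numbers between KO and WT.

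**Figure D2:**
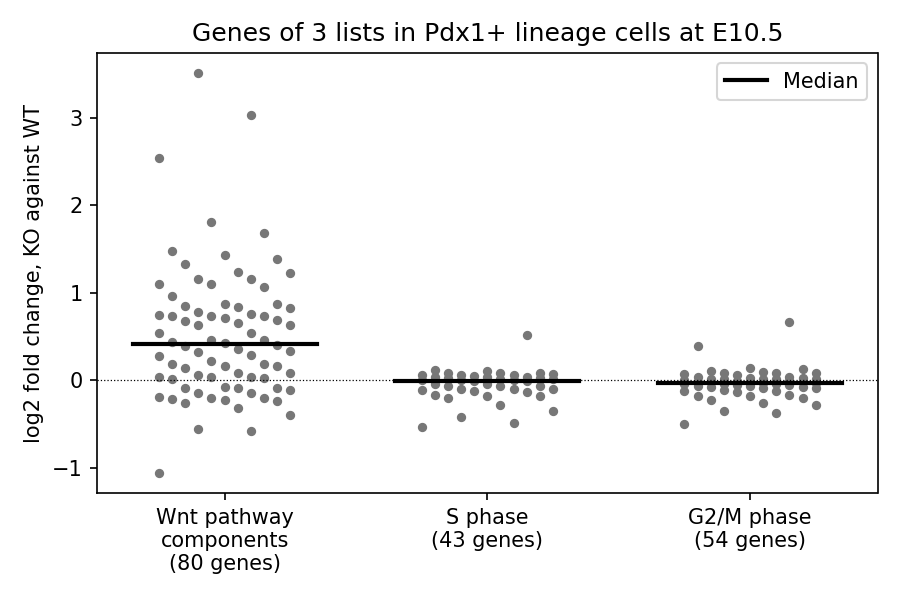
log2 fold changes (KO against WT) of the tested genes of the Wnt pathway component, S phase and G2/M lists, 1 point per gene, with the median of each list as a line. The Wnt component genes spread from -1.06 to 3.51 around a median of 0.41, and the medians of the other lists lie at -0.0022 and -0.03.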

To compare the number of cells in the S phase between KO and WT pancreas, we analyzed BrdU incorporation in MPCs at E10.5 after a 30-min pulse (Fig. 4A). Despite a reduction in the total number of progenitor cells in KO embryos (Fig. 4B), a higher proportion of these cells were in the S phase (Fig. 4H). In addition, the percentage of progenitors in the M phase was not different between WT and KO pancreas (Fig. 4I-J). There was no significant changes in apoptosis either (Fig. 4I,K). These findings indicate that *mir-302* deficiency prolonged the S-phase, resulting in a slower cell cycle, decreased proliferation, and a smaller progenitor cell pool.

## DISCUSSION

Pancreatic development involves multiple, precisely regulated mechanisms to ensure proper organogenesis. The specification and proliferation of MPCs are the earliest steps of pancreatic development, and these progenitors subsequently proliferate and differentiate into various pancreatic cell types. Defects in MPC proliferation and differentiation can cause diverse pancreatic diseases, which may potentially be treated by regenerative medicine approaches (Ellis et al., 2017). Our study specifically addressed the role of miRNAs during early pancreatic development by identifying miRNAs enriched in MPCs and revealing that *mir-302* regulates MPC proliferation and pancreatic size.

It is technically challenging to isolate and profile pancreatic tissue during early development due to insufficient material and potential contamination of non-pancreatic cells. We combined lineage tracing and cell sorting to ensure the accurate cell origin. We also leveraged two different Cre drivers, *Foxa2^mcm^* and *Pdx1-Cre*, to label endoderm and pancreatic progenitors, which allowed us to achieve the first comprehensive profile of miRNA expression at early developmental stages. Our results identified some miRNAs known to regulate pancreatic development and function, as well as novel regulators such as *mir-302*. Interestingly, miR-302 is well-characterized in embryonic stem cells, where it maintains pluripotency and self-renewal by targeting cell cycle regulators and epigenetic modifiers (Chen et al., 2015; Keuls et al., 2020, 2023; Lee et al., 2013; Lin et al., 2011; Lipchina et al., 2011; Li et al., 2016). Its expression during early pancreas development, as we observed, highlights potential parallels between pluripotent stem cell regulation and organ-specific progenitor regulation. Notably, while *mir-302* deficiency in neural crest cells promotes cell cycle progression (Keuls et al., 2020; Parchem et al., 2015), we found that in pancreatic progenitors, loss of *mir-302* leads to prolonged S phase and reduced proliferation. This suggests that miR-302's targets and regulatory effects are highly context-dependent, varying across tissues and developmental programs.

Consistent with the canonical function of miRNA in suppressing gene expression, we discovered more upregulated DEGs than downregulated ones. 

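*Shh* (ENSMUSG00000002633.5) was expressed at a low level, with 0.943, 0.670 and 0.534 CPM in WT replicates 1, 2 and 3 and 3.65, 2.79 and 1.90 CPM in KO replicates 1, 2 and 3. Its log2 fold change was 1.95 (standard error 0.39, adjusted p = 0.134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2's adjusted p = 0.00548), with non-overlapping genotypes. It ranged from 1.72 to 2.20 with each library left out in turn. Its 3′UTR has 0 matches to the miR-302 seed. It contains a stretch of 200 bases with 77% GC, and DESeq2 with the offsets for that stretch gave a log2 fold change of 1.82 and no adjusted p, so *Shh* was not called under these offsets.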

Apart from genes involved in the Wnt signaling pathway, we also found upregulation of *Sonic Hedgehog* (*Shh*) (Fig. 4G). In mouse mid-gestational embryos, *Shh* is expressed in the epithelium throughout digestive tract but inhibited by the notochord and excluded from the pancreatic region. In fact, elevated Shh levels impair pancreas formation, while inhibiting Shh within the gut leads to the formation of a heterotopic pancreas (Hebrok, 2003; Hebrok et al., 1998, 2000; Kim and Melton, 1998). Therefore, the upregulation of *Shh* upon *mir-302* loss could further inhibit the specification of pancreatic progenitors, particularly during E8.5 and E9.5 when *mir-302* expression peaks (Fig. 2).

Pancreatic size is limited by the number of progenitors (Stanger et al., 2007), and previous studies have identified DNA-binding transcription factors as the primary regulators of the pancreatic progenitor pool size, whose dysfunction leads to pancreatic agenesis (Carrasco et al., 2012; Krapp et al., 1998; Offield et al., 1996; Seymour et al., 2007; Shi et al., 2017; Spaeth et al., 2019; Xuan et al., 2012). Here, we reported an miRNA, *mir-302*, that regulates progenitor cell proliferation and pancreatic organ size. It remains to be determined whether other miRNAs compensate for *mir-302* loss, or whether parallel regulatory pathways buffer its effects on downstream differentiation programs. Exploring these compensatory mechanisms could reveal broader insights into progenitor pool homeostasis.

Moreover, our findings raise the possibility that miR-302 modulation could be harnessed for regenerative applications. Expanding or maintaining pancreatic progenitor pools *in vitro*, or enhancing islet regeneration in diabetes, may benefit from targeted manipulation of miR-302 levels. Given the evolutionary conservation of miR-302 (Chen et al., 2015; Gao et al., 2015), investigating its functions in mouse pancreatic development could shed light on human congenital pancreatic defects and inform therapeutic strategies. Together, our study opens new avenues to understand the molecular logic of pancreatic development and sets the stage for investigating how miRNA pathways intersect with classical morphogen signaling and transcriptional control to regulate organogenesis.

## MATERIALS AND METHODS

### Animals

All animal work procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee (AN-7033) and performed in accordance with regulations and established guidelines. For adult mouse genotyping, 1-2 mm ear tissues were clipped and lysed using 75 μl of a 25 mM NaOH and 0.2 mM EDTA buffer at 98°C for 1 h and neutralized with 75 μl of 40 mM Tris-Cl, pH 5.5. For embryo genotyping, yolk sac tissue was digested overnight in lysis buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA, 100 mM NaCl, 0.1% SDS, and 10 mg/ml proteinase K]. Cell debris was removed by spinning at 13,000 rpm for 10 min, and the supernatant was mixed with an equal amount of isopropanol to precipitate DNA at −30°C for 2 h. DNA was pelleted by a 30-min centrifugation at 13,000 rpm, and then washed with 70% ethanol, dried, and resuspended in TE buffer. Genotyping PCR for all alleles was performed via a 64°C-58°C touchdown PCR program with a total of 40 cycles (annealing at 64°C, 62°C, and 60°C for five cycles each, followed by 58°C for 25 cycles). All PCR primers and expected product sizes are in Table S8.

For lineage tracing, *mir-302-eGFP* reporter mice (Keuls et al., 2023; Parchem et al., 2015), in which the eGFP coding sequence replaced the *mir-302* locus, were used to visualize *mir-302* expression. Transgenic *Pdx1-Cre* (Gu et al., 2002) and *Foxa2*^*mcm*^ CreER knock-in (Park et al., 2008) alleles were to label pancreatic progenitors and endoderm. *Pdx1-Cre* (Gu et al., 2002), *mir-302^GFP/^*^+^ or *Foxa2^mcm^* (Park et al., 2008), *mir-302^GFP/^*^+^ (Keuls et al., 2023) males were crossed with *Rosa26^LSL-tdTomato/LSL-tdTomato^* (Madisen et al., 2010) females, and noon of the day discovering the vaginal plug was designated as E0.5. To label endoderm using *Foxa2^mcm^*, 0.05 mg of tamoxifen per gram of body weight was injected intraperitoneally into pregnant dam at E6.5 (Park et al., 2008). To knock out *mir-302*, *Pdx1-Cre*, *mir-302^+/−^* males were crossed with *mir-302^+/−^, Rosa26^LSL-tdTomato/LSL-tdTomato^* females. For BrdU incorporation assay, 100 mg of BrdU (B5002, Sigma-Aldrich) per kilogram of body weight was injected intraperitoneally into pregnant dam 30 min before embryo dissection.

### Tissue processing and staining

Mouse embryos were dissected in phosphate-buffered saline (PBS) at pH 7.4 at noon on designated day and fixed overnight at 4°C in 3.7% formaldehyde (BP531-500, Fisher BioReagents, diluted in PBS). Following fixation, embryos were washed with PBS and methanol, stored in methanol at −30°C until use. For cryosectioning, embryos were rehydrated with PBS and equilibrated in 10%, 20%, and 30% w/v sucrose in PBS, and lastly in 100% OCT Compound (Thermo Fisher Scientific, 23730571). Embryos were embedded in OCT, flash-frozen in a dry ice/100% ethanol bath and stored at −80°C. 10-μm serial sections were collected for precise quantification across different area in the pancreas. Slides were stored at −80°C until staining. For E17.5 embryos, the liver, pancreas, spleen, and intestine were dissected together from the embryos, and embedded and sectioned together coronally.

For immunofluorescence, slides were brought to room temperature (RT), washed three times with 0.1% Triton–X in PBS (PT) for 5 min each, and blocked (5% goat serum, 1% BSA in PBS) at RT for 1 h. The diluted primary antibody solution was centrifuged at 15,000× ***g*** for 10 min at 4°C before use and incubated overnight at 4°C. After incubation, slides were washed five times with PT for 5 min, then incubated with fluorescently conjugated secondary antibodies and DAPI (1 μg/ml, Sigma-Aldrich) for 2 h at RT. Slides were washed five times with PT and mounted in Fluoromount-G (OB10001, Southern Biotech). Images were taken on an inverted fluorescent microscope (LSM 980 confocal microscope; Zeiss, Thornwood, NY, USA). Primary antibodies used in this study and their dilutions were: GFP (ab13970, Abcam, 1:500), Pdx1 (F6A11, DSHB, 1:400), insulin (sc-8033, Santa Cruz Biotechnology, 1:500), glucagon (sc-514562, Santa Cruz Biotechnology, 1:500), E-cadherin (3196, Cell Signaling Technology, 1:200), mucin1 (MA5-11202, Invitrogen, 1:500), BrdU (ab6326, Abcam, 1:500), phospho-histone H3 (9701, Cell Signaling Technology, 1:500). Antigen retrieval was done in Buffer A (62706-10, EMS) only when staining for BrdU and pHH3.

### Image quantification and statistical analysis

Sections throughout the whole gastrointestinal tract were stained and quantified. Images were quantified using Fiji (Schindelin et al., 2012). Background intensity was subtracted from each imaging via threshold function. The pancreatic area was determined by outlining the PDX1+ area, and INSULIN, GLUCAGON, BrdU, MUC1+ area percentage within the PDX1+ pancreas was used in quantification. Each dot represents the average quantification in an embryo. At least two sections containing pancreatic cells were quantified at E10.5, and at least 12 sections across the pancreas per embryo was quantified at E17.5.

All quantification data were analyzed and plotted with GraphPad Prism and are expressed as mean±standard deviation (SD). Differences between two groups were evaluated with an unpaired Student's *t*-test. A *P*-value less than 0.05 was considered statistically significant. ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05, ns=not significant.

### Cell sorting

To sort cells from embryos, whole embryo from *Foxa2^mcm^* litters and the trunk region for *Pdx1-Cre* litters were dissociated with 100 μl of warm 0.25% trypsin-EDTA at 37°C for 5 min with gentle disturbance (500 rpm) in thermomixer (Eppendorf). After 5 min, tissue was dissociated by pipetting up and down six times and another 1 min of incubation in thermomixer. The enzymatic dissociation was stopped by adding 100 μl of FBS, and 1 ml of PBS. After a centrifugation at 400 ***g*** for 4 min at 4°C, supernatant was removed, and cell pellet was washed with 1 ml of PBS again. Finally, cells were suspended in FACS buffer (1%BSA, 1 mM EDTA, 10 mM HEPES in PBS) and filtered through cell strainer cap test tube (352235, Falcon). Cells were stained with DAPI and sorted on a FACSAriaII (BD Biosciences) with a 100-μm nozzle into a 1.5 ml tube containing 500ul of Trizol LS (Thermo Fisher Scientific, 10296028).

### RNA extraction and library preparation

Total RNA was purified using the miRNeasy micro kit (217084, Qiagen) according to the manufacturer's instructions. The RNA quality was determined on the high-sensitivity RNA screentape with the Agilent 2200 TapeStation System according to the manufacturer's instructions (Agilent Technologies). Small RNA libraries were generated with the NEXTflex Small RNA-Seq kit v3 (NOVA5132, Bioo Scientific). After PCR amplification, small RNA libraries were purified via TBE-PAGE (4565014, Bio-Rad). For mRNA library prep, cDNA was generated via the SMART-seq v4 ultra-low input RNA kit for sequencing (634889, Takara) and then 1 ng of cDNA was used to make library by the Nextera XT DNA library kit (FC-131-1024, Illumina). All the RNA samples and libraries were quantified using DeNovix assay kits, and the quality was determined on high-sensitivity screen tape with the Agilent 2200 TapeStation System. Small RNA libraries were sequenced on Nextseq 2000 platform (Illumina) in single-end 50 bp, and mRNA libraries were sequenced on Nextseq 550 (Illumina) paired-end 150 bp.

### Sequencing data analysis

#### miRNA

The FASTQ files were downloaded from BaseSpace Sequence Hub (Illumina). The quality control, alignment, and annotation were done following COMPSRA pipeline (Li et al., 2020) using the following parameters: -ref mm10 -qc -ra TGGAATTCTCGGGTGCCAAGG -rb 4 -rh 20 -rt 20 -rr 20 -rlh 8,17 -aln -mt star -ann -ac 1, and then mapped reads were quantified with -fun -fm -fms 1-12 -fdclass 1,2 -fdann -pro COMPSRA_MERGE. Raw read counts for individual miRNAs with the same seed sequence (Kozomara et al., 2019) were summed to calculate raw counts for each miRNA family. The DESeq2 package (Love et al., 2014) was used to normalize read counts. K-means clustering was done using miRNAs with normalized count >100 in at least three samples. Normalized read counts were obtained using DESeq2 and scaled with Z-score normalization for K-means clustering.

To identify the most representative miRNAs in each expression cluster, the Euclidean distance between each miRNA's scaled expression and the centroid of its assigned cluster was calculated. The cluster centroids were defined as the mean expression vectors across all miRNAs within each cluster. For each cluster, miRNAs were ranked by increasing distance to the corresponding centroid. The top five miRNAs per cluster were selected as representative candidates reflecting the core expression trajectory of that group.

#### mRNA

The FASTQ files were downloaded using the BaseSpace Sequence Hub. Low-quality sequences and bases were removed before downstream analysis. Sample quality and read numbers were assessed using FastQC (Andrews). The STAR package (Dobin et al., 2013) was used to align reads to GRCm39 using default parameters. The GenomicAlignments package (Lawrence et al., 2013) was used to quantify read counts and the DESeq2 (Love et al., 2014) was used to determine DE mRNAs. GO enrichment analysis was done via clusterProfiler (Wu et al., 2021) with significantly upregulated genes (*P*adj<0.05). Bioinformatic analysis was visualized using ggplot2 (Wickham, 2016) and GraphPad Prism software.

## Supplementary Material

10.1242/biolopen.062353_sup1 Supplementary information

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

Table S6.

Table S7.

Table S8.

# Supplementary material for: miR-302 regulates pancreatic progenitor pool and pancreatic size
**Source:** Biol Open. 2026 Jan 2;15(1):bio062353. doi: 10.1242/bio.062353
**Supplement:** Supplementary information

### **Table S1.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S2.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S3.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S4.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S5.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S6.**

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S7.**

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

### **Table S8.**

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062353#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

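Pdx1-Cre lineage cells from WT and KO embryos at E10.5 were compared in 6 mRNA libraries, 3 per genotype, grouped by the genotype and replicate number in the deposited labels. WT replicate 2 and KO replicate 1 share a library code in these labels, and no other libraries do. What the code marks is not stated, and the sharing was not used to pair libraries. The authors removed low-quality sequences, aligned the reads to GRCm39 with STAR at default settings, counted reads per gene with GenomicAlignments, and deposited whole-number counts per gene and library without normalization. The text of the paper names no gene annotation, no handling of strand or of reads shared between genes, and no versions of these tools. Reads of genes with near-identical copies, such as mitochondrial genes and their nuclear copies, could have been counted at both, and values of such genes are uncertain. Total counts per library ran from 17352498 to 26634523.

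From the deposited counts, edgeR 4.0.16 in R 4.3.3 was run with filterByExpr, TMM factors, and glmQLFit and glmQLFTest at their defaults, with genotype as the only term. The plan named these functions without the argument that chooses edgeR's newer estimate of the spread, and results under both settings had been seen when the default was kept. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The prior degrees of freedom were 3.26 beside 4 residual ones. Standard errors were taken from the log2 fold change and its F statistic. DESeq2 1.42.0, named in the paper without settings, was run with its defaults. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and with camera under an estimated correlation. The results for the Fig. 4G list, the Wnt component list, the gut endoderm list and the mitochondrial genes stayed under 0.05 with fry. The endocrine list and the Wnt component genes outside Fig. 4G did not. Each list was also scored per library as the median of its genes' log2 CPM less their mean over libraries, and the scores were compared by a two-sided exact permutation test, added after the data were seen. A symbol was found for 94% of identifiers in a table of Ensembl gene names.

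Transcript lengths, GC content, 3′UTRs and the most GC-rich stretch of 200 bases were taken from GENCODE M21, a GRCm38 annotation, so no coordinates are given. Transcript properties were found for 99.7% of the tested genes and a GC-rich stretch was searched in the 84.7% with a protein-coding transcript. Lists of Wnt components and of markers of pancreatic progenitors, gut endoderm, endocrine cells, mesenchyme, neural cells, blood and liver were written by hand, and the S phase and G2/M lists are those of Seurat as mouse symbols. The tests, the lists, 17 alternative settings and the rule for the genes to name were chosen before the data were examined. The rule covers genes the paper names for this experiment, the cluster and its host gene, and, because no gene passed, the 3 genes with the smallest p-values in each direction. The GC-rich stretch, its offsets and the tests of mitochondrial genes were chosen after the data were seen.

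The fits were tested on simulated counts with 200 changed genes, drawn from the real means and library sizes. The changes were planted as whole steps on the log2 scale in well-expressed genes, with noise at the fitted spread and no difference in cell composition. edgeR called 179 genes, 166 of them changed (83%), and DESeq2 called 253, 178 of them changed (89%), leaving 13 and 75 false calls. These shares do not give the power for smaller changes or for low genes in the real libraries. With a simulated GC trend, DESeq2 made 244 false calls without offsets and 49 with them. A list of 60 genes with 40 raised had a camera p of 2.3e-112 and a list of 60 unchanged genes a p of 0.34. Counts limit the precision of low genes, and a count of 0 allows up to 3. GO terms and TargetScan predictions were not rerun. The small RNA libraries were not analysed here.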

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

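The tests below were chosen after the results they bear on were seen, except the count of splits for edgeR. Both patterns lie in genes the paper does not discuss as a group.

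Genes with a stretch of 200 bases of at least 75% GC were shifted between genotypes. Their median log2 fold change was 0.16 over 3022 genes (0.155 to 0.216 with each library left out in turn), against -0.04 for the other genes. They make up 498 of the 591 genes that DESeq2 called higher in KO (84.3%) and 11 of the 78 called lower (14.1%). Relative to other genes, they were shifted by -0.16, -0.03 and -0.14 on the log2 scale in WT replicates 1, 2 and 3 and by 0.16, 0.11 and 0.08 in KO replicates 1, 2 and 3. The shift was largest for stretches of 80% to 85% GC, at -0.35, -0.06 and -0.31 in WT and 0.42, 0.29 and 0.12 in KO. For the 193 genes at 85% or more it was -0.02, -0.03 and 0.08 in WT replicates 1, 2 and 3 and 0.18, 0.12 and -0.24 in KO replicates 1, 2 and 3, so that its direction was reversed in WT replicate 3 and KO replicate 3.

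Offsets for a smooth trend on the GC share of the stretch brought the median of genes with the stretch to -0.025. The offsets centre these genes, so for the shift of the median such a trend and an effect of genotype cannot be told apart. Some explanations for the calls themselves are argued against by the tables, each only as far as it was tested. With the same offsets, DESeq2 still called 397 genes higher in KO, of which 382 were among the 606, and 168 lower. The trend as these offsets fit it is thus not the whole cause of the higher calls. The offsets are smooth, while the shift peaked at 80% to 85% GC and fell off above, so a sharper trend is not excluded. Of the calls with a sequence under these offsets, 285 of 384 higher (74.2%) and 98 of 152 lower (64.5%) contained the stretch, a balance that the centring itself affects. Offsets for overall GC content and length left 584 higher calls, a covariate for the first digit of the library code 627, and a covariate for Y-linked counts 597. What the code marks is not stated, so its digit need not follow a batch, and a batch effect is not excluded. KO replicate 2, the smallest library, was shifted by 0.11 (0.113), as the other KO libraries were. The 10 most abundant genes took at most 5.03% of the counts (KO replicate 2), and the genotypes overlapped in this share. Of the called genes with such a stretch, 22.9% held a miR-302 seed match, against 24.9% of the uncalled ones (Fisher's exact test, p = 0.359). Direct repression through 3′UTR matches to this seed is therefore not the common factor. Sites for other miRNAs of the deleted cluster, such as that of *Mir367*, were not searched. A hypothesis that stays open is a difference between libraries in cDNA synthesis or amplification that acts on these genes one by one and happens to follow genotype in 6 libraries. If so, the same gene pattern may also appear between libraries of one genotype. Contrasts that shared no library had absolute correlations across genes of 0.0371 to 0.366 in genes with the stretch and of 0.0151 to 0.222 in the others. WT replicate 2 minus 3, WT 1 minus 2 and KO 1 minus 3 gave 0.338, -0.366 and 0.347 with the stretch. They gave -0.123, 0.0187 and -0.0151 in the others. KO 1 minus 2, KO 2 minus 3 and WT 1 minus 3 gave 0.245, 0.101 and -0.0371, against 0.22, -0.222 and -0.107. The prediction thus held in some contrasts and not in others. Such a difference and an effect of mir-302 loss cannot be told apart with 3 libraries per genotype, since the correlations were uneven and genes are not independent replicates.

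Mitochondrial genes were lower in KO. All 16 tested were lower, 14 of them with non-overlapping genotypes (chance separates 10% of genes in either direction), and their median log2 fold change was -0.68 (-0.681; camera p = 1.25e-22, fry p = 0.0051, exact permutation test over libraries p = 0.1). It lay between -0.81 and -0.59 with each library left out in turn. *mt-Rnr2* fell from 195.1 ± 21.6 to 110.6 ± 7.66 CPM (adjusted p = 0.132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *mt-Nd4* from 131.7 ± 11.4 to 76.4 ± 7.52 CPM. Mitochondrial genes took 0.402 ± 0.0502% of the counts in WT and 0.246 ± 0.0378% in KO (exact permutation test, p = 0.1, the smallest possible).

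Nuclear genes within the same range of GC content had a median of -0.055, so base composition alone did not give the fall. The 12 mitochondrial genes with no other gene listed at a similar count had a median of -0.65, so reads shared with nuclear copies did not give it either. Such sharing exists, as *Gm28437* had 103.2% to 103.9% of the counts of *mt-Co3* in each library. KO replicate 2 was the smallest library and KO replicate 1 the largest, and their shares were 0.290% and 0.226%, both below every WT share, which argues against library size. With Y-linked counts as a covariate the median was -0.69. Offsets for the GC-rich stretch gave -0.52. Handling of the cells before sorting and a lower mitochondrial content of KO cells both stay open, as neither was tested.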

How the results depend on the processing

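The number of genes with an adjusted p under 0.05 depended on the test. By edgeR it was 0 (1700 genes at an unadjusted p under 0.05), and it was also 0 with DESeq2's size factors, upper-quartile factors, at least 10 counts in every library, robust dispersions, limma-voom, the library code digit, and the GC and length offsets, each with at least 1630 genes at an unadjusted p under 0.05. With DESeq2 it was 699 (606 higher in KO, 93 lower). Without a filter on low counts it was 264 (241 higher, 23 lower), where the prior degrees of freedom rose from 3.26 to 8. It ranged from 0 to 217 across the fits that each left out one replicate (0 to 213 higher, 0 to 4 lower), and only the fit without WT replicate 2 gave more than 0. The cause was not tested. Of settings added after the data were seen, Y-linked counts as a covariate gave 1 gene, higher in KO, and the GC window offsets and edgeR's newer estimate gave 0 (1674 and 1750 at an unadjusted p under 0.05).

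DESeq2's own calls were refitted after the data were seen. They ranged from 296 (without KO replicate 1) to 862 (without KO replicate 3), from 256 to 727 for genes higher in KO, and from 38 (without WT replicate 3) to 260 (without KO replicate 3) for genes lower. With GC window offsets there were 397 higher and 168 lower, so that the share of higher calls fell from 86.7% to 70.3%, the largest change among its offsets and covariates. At an unadjusted p under 0.05, the share of genes higher in KO was 61.8% by edgeR with TMM and 66.9% with DESeq2's size factors. It was 53.8% with limma-voom, 54.4% by edgeR and 53.5% by DESeq2 with GC window offsets, and 76.7% by edgeR without WT replicate 3.

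The replicate numbers did not pair the libraries, as the correlations of deviations from the genotype means were -0.211, 0.251 and 0.0779 for numbers 1, 2 and 3. The library code shared by WT replicate 2 and KO replicate 1 was not tested as a pairing. With the replicate number as a block, edgeR called 0 genes (1693 at an unadjusted p under 0.05), also together with the GC and length offsets, and DESeq2 called 669. The median of the mesenchyme list was -0.054 with the block and -0.038 with block and offsets, and that of the S phase list was 0.0023 with both.

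The medians of the Fig. 4G list, the Wnt component list and the gut endoderm list kept their direction and a camera p under 0.05 in every setting run. The S phase median, near 0, was 0.020 with DESeq2, 0.014 with DESeq2's size factors, 0.0080 without a filter, 0.0020 with GC and length offsets, 0.033 with GC window offsets, and between -0.040 and 0.062 with one replicate left out. The G2/M median was 0.015 with limma-voom, 0.020 with GC window offsets and between -0.072 and 0.052 with one replicate left out, with camera p-values of 0.0196 without WT replicate 2 and 0.0203 without KO replicate 1. The difference for genes with a seed site was 0.0093 with GC and length offsets, 0.0085 with these and the block, 0.0044 for 8mer sites and 0.0018 less the median of control sequences. It was -0.0235, with an unadjusted p of 0.0261, when adjusted for 3′UTR length and GC.

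With one replicate left out, the medians ranged from -0.15 to 0.15 for pancreatic progenitor, -0.28 to 0.71 for endocrine, -0.21 to 1.24 for mesenchyme, -0.39 to 0.35 for neural, -4.89 to 9.32 for blood and -0.31 to 0.26 for liver genes. Single replicates also moved the unadjusted camera p of these lists across 0.05. It was 0.000463 without KO replicate 3 and 0.0445 without WT replicate 1 for pancreatic progenitor, 0.000387 without KO replicate 2 and 0.0163 without KO replicate 1 for mesenchyme, 3.06e-05 without WT replicate 3 for blood, 0.0286 without KO replicate 2 for neural, and 0.0286 without WT replicate 3 and 0.0328 without KO replicate 3 for liver genes. For endocrine genes it rose to 0.684 without WT replicate 1 and 0.515 without KO replicate 2. The blood median turned to 9.32 without WT replicate 3, to 1.71 with limma-voom and to 1.23 with the library code digit. The mesenchyme median was -0.11 with limma-voom. With at least 10 counts in every library, the endocrine median stayed at 0.21 and its camera p was no longer under 0.05 (0.0567). The liver median was 0.041 with the library code digit, 0.018 with GC and length offsets and 0.023 with GC window offsets. Among the 17 named genes followed through these settings, the changes were 36 that came to pass the threshold (16 with DESeq2, 11 without a filter, 9 without WT replicate 2) and 1 reversal, *Pdx1* at 0.014 without KO replicate 3 (lowest -0.29).

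Principal component 1 held 53.3% of the variance from log2 CPM, 43.4% with a larger set of variable genes, 34.8% with every gene passing the filter, and 48.0% to 57.3% with one replicate left out. Component 2 held 19.8% from log2 CPM and 21.2% to 36.8% with one replicate left out.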

Differences from the paper's values

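The paper reports 606 upregulated and 93 downregulated DEGs, 699 in all. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the counts here were 0, 0 and 0, with 1700 genes at an unadjusted p under 0.05. With DESeq2 in place of edgeR, an alternative set before the data were examined and the tool named in the paper's methods, they were 606, 93 and 699, the paper's values. None of the other alternatives set before the data were examined came within 1.5 times of them. The nearest were edgeR without a filter on low counts, with 241, 23 and 264, and edgeR without WT replicate 2, with 213, 4 and 217. Settings chosen after the data were seen also came near in DESeq2, such as its fit with the GC and length offsets (584, 107 and 691).

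The paper calls *Lrp6*, *Ccny*, *Fzd7*, *Grk6*, *Sox2*, *Wnk1*, *Sulf2*, *Rac1* and *Shh* upregulated. Here each was higher in KO and none passed an adjusted p of 0.05 by edgeR, while all passed with DESeq2. Without a filter on low counts, edgeR passed *Ccny*, *Fzd7*, *Grk6* and *Rac1*. Without WT replicate 2, it passed *Ccny*, *Fzd7* and *Rac1*.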

Other observations

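The tests in this part were chosen after the results were seen, except the splits of the libraries for edgeR and the marker lists with camera and fry, which were set earlier.

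The 6 libraries can be split into 3 and 3 in 10 ways. By edgeR, 10 of the 10 splits gave at least as many genes with an adjusted p under 0.05 as the real one, which gave 0, so this count was certain in advance and decides nothing. The split of WT replicate 1, KO replicate 2 and KO replicate 3 against the others gave 5 and the rest gave 0, with 236 to 1700 genes at an unadjusted p under 0.05, the real split having the most. That split separates libraries with and without Y-linked counts. With DESeq2, only the real split (1 of 10) gave as many as 699 genes, and the next gave 136. With 10 splits the share cannot fall under 0.1, so for the DESeq2 calls chance cannot be told apart from genotype by this count. Of the called genes with a sequence, 76.1% contained a stretch of 200 bases with at least 75% GC in the real split, and at most 38.6% in any other split with calls.

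The Wnt genes were compared with 10000 random lists matched on expression and on the GC share of that stretch. The Wnt component list, at a median of 0.41, lay above 100% of lists, whose median was 0.06, so its GC-rich stretches alone did not give its rise. Its 65 genes outside Fig. 4G, at 0.22, lay above 99.95% of lists, whose median was 0.04. With GC window offsets in edgeR the component list had a median of 0.24, with a camera p of 1.48e-05. The Fig. 4G list also lay above 100% of matched lists, which decides nothing, as its genes were picked from these libraries for rising.

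Of the 7 marker lists, the gut endoderm list moved most clearly with genotype. Of its 8 tested genes, 7 were higher in KO, with a median log2 fold change of 0.91 (camera p = 6.9e-07 and fry p = 0.0255, adjusted over the 7 lists; exact permutation test over libraries, p = 0.1). By edgeR 0 of its genes passed over all genes, 4 passed when adjusted over the list alone and 4 had an unadjusted p under 0.05. These were *Ihh*, *Shh*, *Sox2* and *Krt15*, each with non-overlapping genotypes, and they were picked out after their values were seen. *Cdx2* was lower, at a log2 fold change of -0.84. The median was 0.99 to 1.74 with each library left out in turn (highest without WT replicate 2), with other sets of genes passing the filter. The paper names *Shh* and *Sox2*, and without them 5 of 6 genes were higher, with a median of 0.37 (camera p = 0.000349, fry p = 0.0264; exact permutation test, p = 0.2). Whether single cells of the sorted population express these genes, or cells from neighbouring gut were sorted with them, was not tested.

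The pancreatic progenitor list had a median of -0.04 over 15 genes (7 higher in KO, camera p = 0.285 adjusted over the lists, exact permutation test p = 0.9). By edgeR, 0 of its genes passed over all genes and 2 passed when adjusted over the list alone. DESeq2 called 3 genes of the list, all higher in KO. Without KO replicate 3 its median was 0.15, with an unadjusted camera p of 0.000463 and 10 of 15 genes higher. The median, near 0, also turned positive without WT replicate 1 (0.016), WT replicate 2 (0.022) or KO replicate 1 (0.038). *Pdx1*, which marks the lineage, was at 96.2 ± 8.58 CPM in WT and 87.6 ± 17.8 CPM in KO, a log2 fold change of -0.14 (standard error 0.15, adjusted p = 0.859 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The endocrine list was at 0.21 (camera p = 0.0167 but fry p = 0.938, both adjusted over the lists; exact permutation test, p = 0.6), mesenchyme at 0.46, neural at 0.19, blood at -1.10 and liver at -0.04, with adjusted camera p-values of 0.778, 0.672, 0.778 and 0.672 for the last 4. By edgeR, 0 genes in these 5 lists passed over all genes, and 1 endocrine and 1 neural gene passed when adjusted over the list alone. DESeq2 called 1 endocrine gene, higher in KO, and 1 neural gene, lower in KO.

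Genes of blood varied between libraries rather than with genotype. All 9 tested blood genes had their 2 highest libraries in WT replicate 3 and KO replicate 1, 1 of each genotype. *Hba-x* was at 1717 and 774.6 CPM there, at 51.04 CPM in KO replicate 3 and at 0.223 CPM or less in the others. A candidate explanation is that red blood cells or their RNA were carried along with the sorted cells to different degrees, which the 9 of 9 genes fit. Without WT replicate 3, the median of the list moved from -1.10 to 9.32. *Col1a1*, a collagen gene of mesenchyme, had 0 counts in KO replicate 2 and 34.7 to 277.5 CPM elsewhere, and *Afp* ran from 101.9 CPM in KO replicate 2 to 1347 CPM in KO replicate 3. *Hba-x* and *Col1a1* are among the genes with the largest weights on the leading principal component.

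Y-linked genes separated the libraries by sex in a way that does not follow genotype. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 5016, 3434 and 4371 counts in WT replicate 1, KO replicate 2 and KO replicate 3, and 0, 0 and 7 in WT replicate 2, WT replicate 3 and KO replicate 1. *Xist* had 1049, 1458 and 973 counts in these last libraries and at most 3 in the first.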
